A study of Rattus norvegicus with 54 samples.

How the data were processed

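RNA sequencing libraries came from cultures of cortical neurons taken from rat embryos at day 18 of gestation (E18). Each library belonged to 1 of 18 groups, made of 3 constructs, 2 media and 3 time points, with 3 libraries per group and 54 in all. The constructs were none (untransfected cultures), an adeno-associated virus carrying GFP under the SYN promoter (called GFP here), and the same kind of virus carrying rMBD3 together with GFP (called rMBD3 here). The media were a standard medium with magnesium and a magnesium-free medium, which the labels call epileptiform. Time points were 2, 6 and 24 h. Groups and replicate numbers were taken from the labels, where the replicate number is the number of the cell culture and is shared by all 18 groups; the pairing of samples rests on that number.

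Per the labels, libraries were made with a stranded mRNA kit, aligned with STAR to rn6, counted per gene with featureCounts and tested with DESeq2 at an adjusted p-value of 0.05. Per the file headers, the deposited counts were made with featureCounts 2.0.0 on read pairs, with the reverse strand setting (2), a minimum mapping quality of 3, primary alignments only, and the Ensembl annotation of mRatBN7.2, release 105. The header and the labels therefore name different genome builds; coordinates below are those of the count table, on mRatBN7.2. Counting used strand, so antisense overlaps were separated. Reads shared by near-identical genes could still be lost or misplaced, and such genes were not identified here.

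The authors also deposited a table of log2 values, described as FPKM plus 1. It was checked against the counts. For its 21461 genes, every value equalled the log2 of the count divided by a median-of-ratios size factor, plus 1, with a largest absolute difference of 5e-14. Dividing by exonic length as well gave a median absolute difference of 1.2 on the log2 scale, so the deposited log2 values hold no length term. Genes in that table had a total count of at least 10, and the highest total among genes left out was 9. Tests used the counts only.

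The count table held 30560 genes by Ensembl identifier, of which 24177 had any count. It gives no gene symbols, and 0 identifiers matched the 47357 genes of the symbol table at hand (assembly GRCr8), so genes are given by identifier. The planned value for the Mbd3 gene and the planned gene lists, which need symbols, were not analysed here.

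Total counts per library ran from 14448927 to 39691105 (median 26121007). The smallest share that a library could show, set at 3 counts, was 0.0756 to 0.208 CPM, the count relative to library size in the usual unit; this floor covers counting error only, since reads carried no molecular identifiers. None of the 54 pairs of libraries within a group looked like copies of 1 library: chi-square per gene, over genes with at least 20 counts in the pair, was 9.76 to 358.

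Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total 15), leaving 17172, and libraries were scaled by TMM. A quasi-likelihood model with 1 coefficient for each of the 18 groups was fitted to all 54 libraries with robust estimation and without a block. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Averaged comparisons were contrasts giving equal weight to each condition. Standard errors (SE) were derived from the log2 fold change and its F statistic. CPM values were scaled by TMM.

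Alternatives were the replicate number as a block, a model of the compared groups alone with and without that block, DESeq2 1.42.0 with its own size factors on genes with a total of at least 10, relative log expression factors, no low-count filter, and leaving out each replicate number in turn. These, the groups, the tests and the rule for naming genes were fixed before the data were examined. A block for each time point and replicate number, and 4 further contrasts (24 h against 2 h, the medium effect averaged over 9 conditions and over 3 constructs at 24 h, and the difference of the rMBD3 effect between 24 h and 2 h), were chosen after seeing the data. Genes were named if they had the largest changes among those past the threshold, with the same sign in every same-numbered pair and a mean log2 CPM of at least 1. Up to 3 per direction were taken to the alternatives. At most 2 per direction are printed, with 1 exception (ENSRNOG00000020030 at 24 h with magnesium). Where 5 or fewer genes passed, genes outside this rule were named after their values were seen.

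Scripts were tested on simulated counts for 17172 genes with 200 changed. In a comparison of 3 against 3 libraries edgeR recovered 39% of 2-fold and 75% of 4-fold changes, and 3.39% of its calls were false. In the contrast averaged over 6 conditions it recovered 90% and 99%, with 4.55% false. DESeq2 called 16.8% and 12.8% false genes in the same comparisons.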

Results

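The series measured mRNA in rat E18 cortical neuron cultures to study the role of Mbd3 overexpression in epileptogenesis. There were 18 libraries per construct (untransfected, GFP and rMBD3), 27 per medium and 18 per time point. Each of the 18 groups had 3 replicate cultures. Total counts per library were 14448927 to 39691105. The 50 most abundant genes took 8.87% to 16.1% of the counts of a library, and mitochondrial genes took 1.38% to 4.9%.

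The first principal component of log2 CPM held 39.2% of the variance, and time point explained 82.6% of it. Medium explained 1.26% and construct 2.46% of this component. Mean scores were -72.6 ± 10.8 at 2 h, -8.39 ± 21 at 6 h and 81 ± 45.8 at 24 h (SD, n = 18 each). The second component held 10.3% of the variance, of which the replicate number explained 70.4%.

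**Figure D1:**
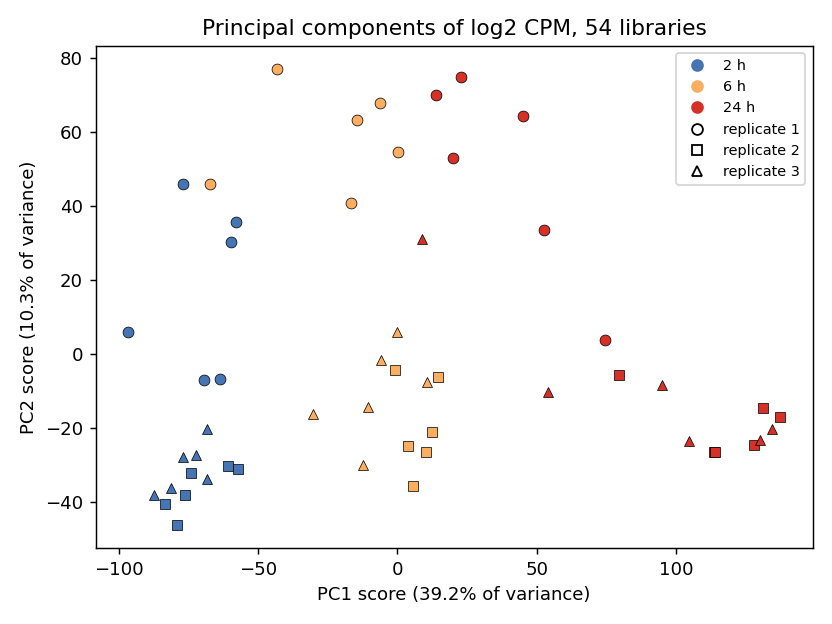
Scores of the 54 libraries on the first (39.2% of variance, horizontal) and second (10.3%, vertical) principal components of log2 CPM, coloured by time point, with the replicate number as marker shape. Mean scores on the first component rise with time, although single libraries of neighbouring time points overlap (-96.5 to -57 at 2 h, -67.2 to 14.6 at 6 h and 8.7 to 137.2 at 24 h), and the replicate number explained 70.4% of the second.

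Whether same-numbered cultures deviated together was checked with the correlation, across genes, of each library's deviation from its group mean. The mean correlation was 0.188 for same-numbered libraries of different groups and -0.09 for differently numbered ones. Deviations cancel within each group, which ties the second value to the first, so it is not an independent comparison. At the same time point it was 0.277, and at different time points 0.151. By contrast compared, it ranged from 0.208 to 0.41. Results with the replicate number as a block are therefore given beside those without it. The biological coefficient of variation was 39.7% without the block and 31.7% with it.

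The first question was whether the introduced construct was expressed in the libraries labelled rMBD3. The count table does not pair identifiers with gene names, so the gene carried by the virus was not looked up by name. One gene stood apart from the rest: ENSRNOG00000028956, on chromosome 7 from 9313098 to 9320165 (mRatBN7.2, plus strand, 1923 bases of exon). Every rMBD3 library had 2291 to 18260 CPM of it, GFP libraries had 113.2 to 268.7 CPM, and untransfected libraries 120.9 to 271.3 CPM. It took 0.23% to 1.82% of the counts of an rMBD3 library. Averaged over the 6 time and medium conditions, the log2 fold change between rMBD3 and GFP was 5.62 ± 0.16 (SE; adjusted p = 8.83e-28, edgeR), with the same sign in 18 of 18 same-numbered pairs. Within replicate numbers 1, 2 and 3 the mean log2 difference was 5.95, 5.1 and 5.58. GFP and untransfected cultures differed by -0.16 ± 0.13 (adjusted p = 0.848, edgeR).

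For the same gene, in medium with magnesium, the rMBD3 groups had 15210 ± 2660 CPM at 2 h, 8820 ± 1270 at 6 h and 4464 ± 2520 at 24 h (SD, n = 3). The GFP groups had 165.1 ± 21.5, 193.3 ± 30.4 and 181 ± 11.9 CPM. In magnesium-free medium the rMBD3 groups had 13860 ± 5670, 9827 ± 798 and 4314 ± 3190 CPM, and the GFP groups 123.3 ± 9.02, 207.1 ± 53.6 and 170 ± 15.3 CPM. The log2 fold changes of ENSRNOG00000028956 at 2, 6 and 24 h were 6.53 ± 0.41, 5.51 ± 0.39 and 4.62 ± 0.37 (SE) with magnesium, and 6.81 ± 0.42, 5.57 ± 0.39 and 4.67 ± 0.38 without it.

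**Figure D2:**
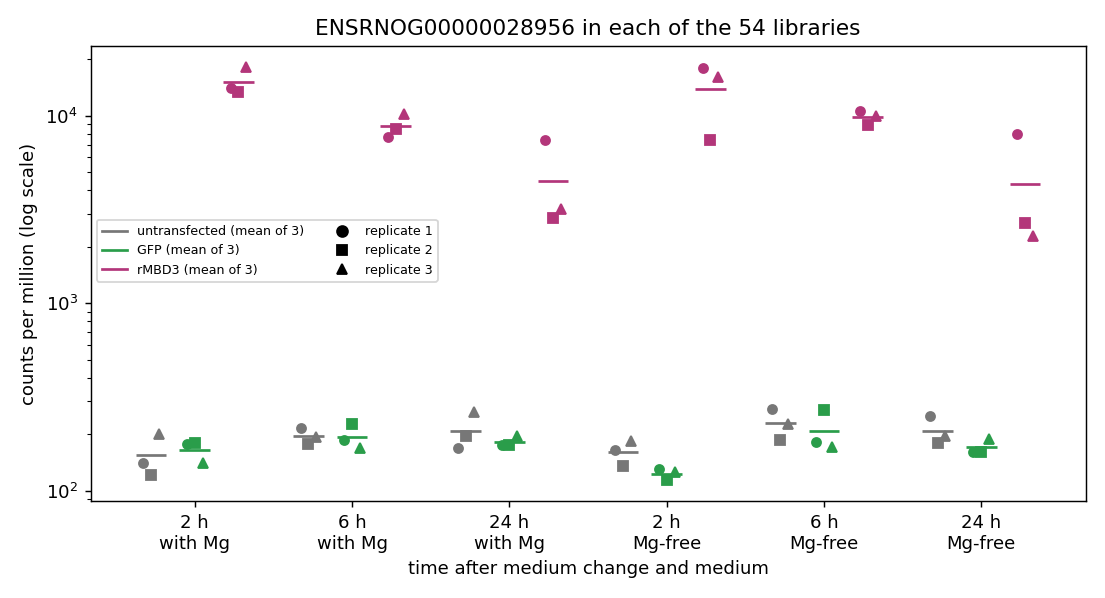
CPM of ENSRNOG00000028956 (log axis) in each library, by time point, medium and construct, with marker shape for replicate number and a line at the mean of each group of 3. All rMBD3 libraries, at 2291 to 18260, lie above all others, which reach 271.3 at most.

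The main comparison of the design was rMBD3 against GFP, which asks what the added rMBD3 changed beyond transduction with the control virus. Averaged over the 6 conditions, 1886 of 17172 genes passed an adjusted p-value of 0.05 without the block (edgeR), 1100 higher and 786 lower in rMBD3 cultures. With the replicate block, 2992 genes passed (1598 higher, 1394 lower; correlation of same-numbered libraries at the same time point 0.277). A block per time point, chosen after seeing the data, moved the count most upward, to 4083 (1970 higher, 2113 lower, so that lower genes were then the larger part), and leaving out 1 replicate number moved it most downward, to 309. The median absolute log2 fold change of the 1886 genes was 0.52, and 251 of them changed by at least 1 on the log2 scale. Of the 1886, 396 had the same sign in all 18 same-numbered pairs and 1620 in at least 15, counts that rest on the libraries used to select the genes. The 18 pairs come from 3 cultures, so neither they nor the 18 libraries per construct in this contrast are 18 independent replicates. Fitted within replicate numbers 1, 2 and 3 separately (12 libraries each), 972, 637 and 1093 genes passed. Fits that left out replicate 1, 2 or 3 called 2468, 508 and 309 genes, and 89.3%, 98% and 98.1% of those that could be compared had the same sign in the libraries left out (2201 of 2466, 497 of 507 and 303 of 309).

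After the gene with the largest rise, the next named by the rule was ENSRNOG00000000500 (chromosome 20, 6199182 to 6228584), with 11.1 ± 5.24 CPM in rMBD3 and 2.33 ± 1.3 CPM in GFP libraries (SD, n = 18). Its log2 fold change was 2.22 ± 0.27 (SE; adjusted p = 1.02e-06, edgeR). Among genes that met the naming rule, the largest falls were in ENSRNOG00000006639 and ENSRNOG00000002916. The former (chromosome 3, 51145146 to 51293516) changed by -1.74 ± 0.39 (adjusted p = 0.00295, edgeR). The latter (chromosome 10, 69827945 to 69836501) changed by -1.45 ± 0.47 (adjusted p = 0.0388, edgeR). Both had the same sign in 18 of 18 pairs, although their SD across libraries (5.48 CPM around 4.3, and 4.38 around 2.61, in rMBD3 cultures) exceeded the mean; these libraries span 3 time points.

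Within single conditions of 3 against 3 cultures, fewer genes passed. With magnesium, 2 genes passed at 2 h without the block and 18 with it (correlation of same-numbered libraries 0.302), 2 and 46 at 6 h (0.269), and 23 and 140 at 24 h (0.238). Without magnesium, 1 gene passed at 2 h without the block and 2 with it (0.321), 1 and 1 at 6 h (0.277), and 4 and 4 at 24 h (0.322). At an unadjusted p-value under 0.05 the 6 conditions had, in the same order and without the block, 921, 1314, 2344, 834, 372 and 1008 genes, where 859 would be expected by chance. With the block these counts were 1401, 1942, 3300, 1484, 725 and 1414. ENSRNOG00000028956 was among the genes past the threshold in each condition. It was the only one in magnesium-free medium at 2 h and at 6 h in the fit without the block.

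The other gene that passed at 2 h with magnesium was ENSRNOG00000016050 (chromosome 16, 66494042 to 66547350), at 490 ± 59.7 CPM in rMBD3 and 203 ± 31.5 CPM in GFP cultures (SD, n = 3; log2 fold change 1.27 ± 0.23 SE, adjusted p = 0.0243, edgeR). At 6 h with magnesium it was ENSRNOG00000013459 (chromosome 15, 39200553 to 39303189), at 107 ± 17.9 against 43.3 ± 15.7 CPM (1.3 ± 0.24, adjusted p = 0.0193, edgeR). At 24 h with magnesium, 6 of the 23 genes were higher and 17 lower. Among them ENSRNOG00000057880 (chromosome 10, 743685 to 838459) rose by 1.42 ± 0.26 (adjusted p = 0.0171, edgeR), and ENSRNOG00000024904 (chromosome 3, 107132541 to 107198233) fell from 2.54 ± 0.388 to 0.194 ± 0.0738 CPM (-3.68 ± 0.69, adjusted p = 0.0179, edgeR). ENSRNOG00000057162 (chromosome 7, 17311697 to 17330495) had at most 2 counts in each rMBD3 library there and 11 to 64 in the GFP libraries. It was at least 9.85-fold lower in rMBD3 by the group mean. The GFP mean was 1.15 ± 1.3 CPM (SD, n = 3), so this bound depends on the GFP library with 64 counts.

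At 24 h without magnesium, ENSRNOG00000020030 (chromosome 16, 18924722 to 18935997) was at 41.8 ± 3.98 CPM in rMBD3 and 13 ± 3.32 CPM in GFP cultures (SD, n = 3; log2 fold change 1.69 ± 0.29 SE, adjusted p = 0.00522, edgeR). ENSRNOG00000020030 also passed at 24 h with magnesium, at 45.1 ± 12.4 against 17.9 ± 5.32 CPM (log2 fold change 1.33 ± 0.28 SE, adjusted p = 0.0257, edgeR). Its rise was thus not confined to magnesium-free medium. The remaining pair of genes past the threshold without magnesium lay outside the naming rule and were named after their values were seen. ENSRNOG00000019942 (chromosome 1, 84002267 to 84024453) had at most 1 count in each rMBD3 library and 8 to 34 in the GFP libraries. It was at least 7.05-fold lower by the group mean (adjusted p = 0.0184, edgeR). ENSRNOG00000009803 (chromosome 2, 153125676 to 153126419) had 0 counts in each rMBD3 library and 10, 9 and 56 in GFP replicates 1, 2 and 3. It was at least 8.9-fold lower by the group mean (adjusted p = 0.0184, edgeR). The GFP means were 0.783 ± 0.826 and 0.988 ± 0.97 CPM (SD, n = 3), so each bound depends on the GFP library with the highest count. The differences at these low counts rest on few reads.

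**Figure D3:**
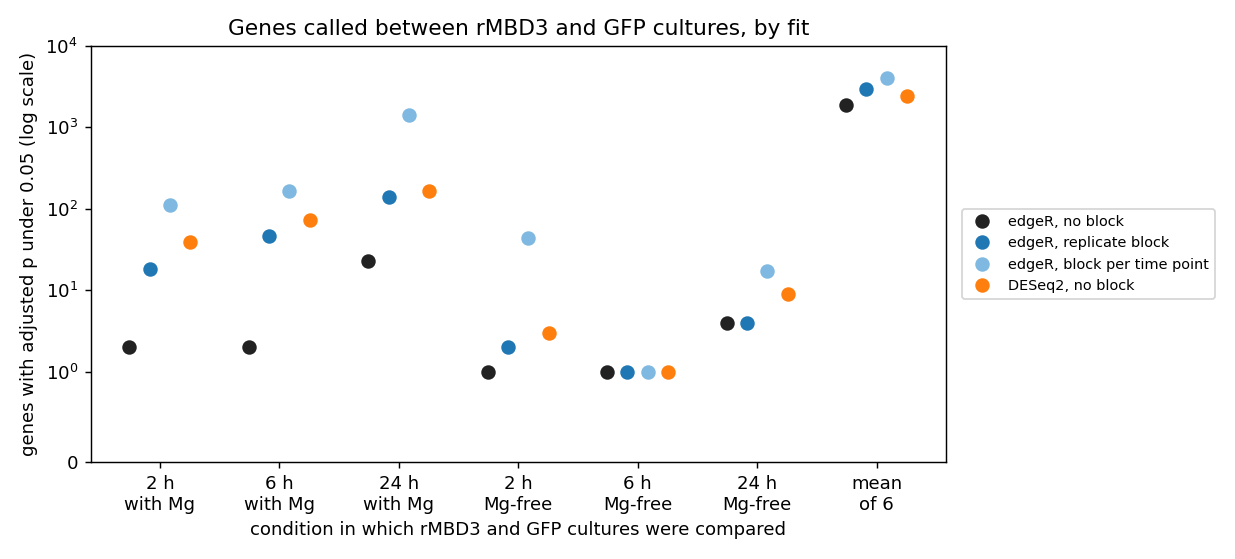
Number of genes with an adjusted p-value under 0.05 between rMBD3 and GFP cultures (log axis, linear under 1) in each condition and averaged over the 6, for edgeR without a block, with a replicate block and with a block per time point, and for DESeq2. At 24 h with magnesium the counts run from 23 to 1416 across these 4 fits; at 6 h without magnesium each fit called 1 gene.

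The comparison of GFP with untransfected cultures measures the effect of the control virus. Averaged over the 6 conditions, 51 genes passed without the block, 15 higher and 36 lower in GFP cultures, and 230 passed with it (36 higher, 194 lower; correlation of same-numbered libraries 0.277 at the same time point). ENSRNOG00000019862 (chromosome 1, 80134643 to 80139996) rose from 0.764 ± 0.614 to 2.31 ± 1.3 CPM (SD, n = 18; log2 fold change 1.53 ± 0.28 SE, adjusted p = 0.00392, edgeR). ENSRNOG00000070689 (chromosome 1, 198840453 to 198856309) rose by 1.13 ± 0.22 (adjusted p = 0.00738, edgeR). ENSRNOG00000007583 (chromosome 3, 139611749 to 139663553) fell by 0.55 ± 0.13 (adjusted p = 0.0489, edgeR), and ENSRNOG00000030445 (chromosome 10, 83590071 to 83598620) fell by 0.23 ± 0.05 (adjusted p = 0.038, edgeR). Without replicate 1, 2 or 3 the log2 fold change of ENSRNOG00000007583 was -0.15, -0.72 and -0.71, and its call was lost each time. Most of the size of its fall thus rests on replicate 1. ENSRNOG00000030445 also lost its call each time (adjusted p = 0.218, 0.269 and 0.48, edgeR), with log2 fold changes of -0.19, -0.24 and -0.26. ENSRNOG00000019862 lost its call without replicate 1 or 3 (log2 fold change 1.07 and 1.53) and kept it without replicate 2 (2.17). ENSRNOG00000070689 lost its call without replicate 2 or 3 (1.22 and 1.07) and kept it without replicate 1 (1.13).

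The effect of magnesium-free medium was tested in each construct at each time point. No gene passed in any of the 9 comparisons, either without the block (0 genes) or with it (0 genes; correlations of same-numbered libraries 0.208 to 0.41). Without the block, the number of genes with an unadjusted p-value under 0.05 at 2, 6 and 24 h was 225, 428 and 948 in untransfected cultures, 57, 253 and 1190 in GFP cultures, and 109, 79 and 539 in rMBD3 cultures, against 859 expected by chance. With the block these were 349, 657 and 1486 in untransfected, 124, 436 and 1965 in GFP, and 150, 115 and 685 in rMBD3 cultures. The smallest adjusted p-value without the block was 0.267, in GFP cultures at 24 h (edgeR). A block per time point, chosen after seeing the data, called 274 genes in GFP cultures at 24 h (10 higher, 264 lower) and 24 in untransfected cultures at 24 h (1 higher, 23 lower). In simulated data a comparison of rMBD3 with GFP of this size recovered 75% of 4-fold changes. Those data had changes only in genes with a mean log2 CPM over 1 and no deviations shared by a culture. Most unadjusted counts above lay under the 859 expected, so power in the medium comparisons was not shown and may have been lower. Changes of 4-fold or less could thus go undetected at this replication.

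Averaged over the 9 construct and time conditions, a contrast chosen after seeing the data, 0 genes differed between media without the block and 0 with it (0.277 at the same time point), and 1565 and 2594 had an unadjusted p-value under 0.05. At 24 h, averaged over the 3 constructs, 0 genes passed without the block (1988 at an unadjusted p-value under 0.05; smallest adjusted p = 0.0558, edgeR) and 36 with it, each of them lower in magnesium-free medium. The block per time point changed both calls: 429 genes passed over the 9 conditions (84 higher, 345 lower) and 1186 at 24 h over constructs (133 higher, 1053 lower).

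Whether the rMBD3 effect differed between the media was tested as an interaction at each time point. At 2, 6 and 24 h 0 genes passed without the block, with 70, 166 and 587 genes at an unadjusted p-value under 0.05. With the block 0 genes passed, with 115, 284 and 728 (correlations of same-numbered libraries 0.238 to 0.322 in the rMBD3 and GFP comparisons). The block per time point called 0 genes at 2 h and 6 h (136 and 468 unadjusted) and 1 at 24 h (adjusted p = 0.0129, edgeR), with a higher rMBD3 effect in magnesium-free medium. The medium effect in GFP cultures did not differ detectably among time points: 0 genes passed without the block (271 unadjusted), 0 with it (386 unadjusted) and 0 with the block per time point (703 unadjusted). Power for these interactions was not shown, so the absence of calls does not rule them out.

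Time had the widest effect. Between 24 h and 2 h, averaged over the 6 construct and medium conditions, 11943 genes passed without the block, 5873 higher and 6070 lower at 24 h, and 12529 with it (mean correlation of same-numbered libraries at different time points 0.151). ENSRNOG00000013179 (chromosome 5, 142513714 to 142523720) rose from 0.263 ± 0.133 to 9.48 ± 6.56 CPM (SD, n = 18; log2 fold change 5.17 ± 0.4 SE, adjusted p = 1.39e-14, edgeR). ENSRNOG00000007066 (chromosome 4, 7444968 to 7454651) fell from 6.1 ± 1.66 to 0.112 ± 0.164 CPM (-6.05 ± 0.41, adjusted p = 2.02e-16, edgeR). Its 24 h mean lay within the range of the floor, so this fold is a fitted value and not a bound.

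The difference of the rMBD3 effect between 24 h and 2 h, averaged over media and also chosen after seeing the data, had 3 genes past the threshold without the block (1 with a higher and 2 with a lower effect at 24 h) and 6 with it (0.151 at different time points). For ENSRNOG00000028956 the log2 difference was -2.02 ± 0.33 (SE; adjusted p = 0.00375, edgeR). For ENSRNOG00000020030 it was 1.46 ± 0.28 (adjusted p = 0.0337, edgeR). ENSRNOG00000009803 was the third gene (adjusted p = 0.0221, edgeR), with 0 to 2 counts in the rMBD3 libraries at 24 h.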

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

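All tests in this part other than the exchanges of labels were chosen after the results they bear on had been seen. Groups of 3 libraries are too small for a test of single outlying libraries, so none was made. What drew attention was a difference of the rMBD3 effect between 24 h and 2 h, tested as such, in 3 genes. Exchanging the rMBD3 and GFP labels within same-numbered pairs gave as many genes in 1 of 32 splits, the real one included, and the other splits gave 0. The exchange swapped the construct at both time points, so most other splits mixed rMBD3 and GFP libraries within groups. An rMBD3 effect common to both times widens the spread there and can by itself leave 0 genes. The exchange therefore cannot tell whether the effect differed between 24 h and 2 h.

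ENSRNOG00000028956 rose less at 24 h than at 2 h (log2 difference -2.02 ± 0.33 SE, adjusted p = 0.00375, edgeR; 3.44e-05 to 1 over the alternatives). The technical explanations tested did not account for it. Without normalization factors the difference was -2.16. In the GFP libraries the gene changed by 0.34 from 2 h to 24 h, and in the rMBD3 libraries by -1.82. The smallest of the 6 differences, one for each medium and replicate number, was -0.98, in replicate 1 with magnesium, so the direction did not rest on 1 culture, although its size varied up to -3.42. A candidate explanation is that messenger from the introduced construct fell relative to total mRNA during the 24 h after the medium change. This remains a hypothesis: gene totals do not separate the introduced copy from the cell's own, and the fall was seen in both media, so it is not tied to the lack of magnesium.

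ENSRNOG00000020030 rose more at 24 h than at 2 h (1.46 ± 0.28 SE, adjusted p = 0.0337, edgeR; 0.00387 to 1 over the alternatives). Without normalization factors the difference was 1.45. The gene did not fall in GFP cultures, where it changed by 0.19 from 2 h to 24 h, and the smallest of the 6 differences was 0.9. It rose by 1.64 in rMBD3 cultures and changed by -0.61 in untransfected ones. The tests made leave a slow response to rMBD3 as a hypothesis; reads shared with similar genes were not tested.

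ENSRNOG00000009803 had 0 to 2 counts per library in rMBD3 cultures at 24 h, against 5 to 56 in GFP cultures, while both had at least 13 at 2 h (adjusted p of the difference 0.0221, edgeR; 0.000581 to 1 over the alternatives). Untransfected cultures at 24 h had 0 to 6 counts. GFP lay above untransfected in 6 of 6 same-numbered pairs at 24 h (exact two-sided permutation p = 0.0312, the smallest that 6 pairs can give), so the difference may come from a higher level in GFP cultures and not from a loss in rMBD3 cultures. The 6 pairs come from 3 cultures, and the permutation treats pairs of 1 culture as independent. Its p-value therefore describes the pattern and does not rule out chance variation among cultures. With 1 replicate number left out the highest adjusted p-value was 1. That test does not bear on the low counts, since ENSRNOG00000028956 and ENSRNOG00000020030 also reached 1 in this contrast without replicate 3; whether few counts explain the pattern was left open.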

How the results depend on the processing

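The design and the alternatives below were fixed before the data were examined, except that the block per time point and the 4 added contrasts were chosen after seeing the data. No named gene changed sign under any alternative run. The larger part of the genes between rMBD3 and GFP over 6 conditions was higher in the main design (58.3%) and in the alternatives other than the block per time point (48.2% higher). Between 24 h and 2 h the share of higher genes was 49.2% in the main design and ran from 45.3% without replicate 3 (4467 higher, 5384 lower) to 53.1% with only the compared groups (6298 higher, 5564 lower), so which direction held more genes depended on the alternative. Of 258 alternative values for the comparisons, 175 stayed within 1.5 times the count or kept their call and 83 moved. The cause was not tested in any of these cases. No setting moved the median log2 fold change of a comparison by more than 0.1.

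The count of genes between 24 h and 2 h stayed within 1.5 times under all alternatives (9851 to 12868), as did the log2 fold change of ENSRNOG00000028956 averaged over 6 conditions (5.36 to 5.84). The interactions of rMBD3 with medium at 2 h and 6 h, the medium effect in untransfected cultures at 6 h and the medium effect among time points in GFP cultures stayed at 0 genes under each alternative run, with 70, 166, 428 and 271 genes at an unadjusted p-value under 0.05 in the main design. These unadjusted counts were under the 859 expected by chance, and power for the interactions was not shown. Staying at 0 genes therefore does not rule out a difference.

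With the replicate block, in place of 2, 2, 23 and 1 genes between rMBD3 and GFP at 2, 6 and 24 h with magnesium and at 2 h without it, 18, 46, 140 and 2 passed. The averaged contrast went from 1886 to 2992, GFP against untransfected from 51 to 230, the medium at 24 h over constructs from 0 to 36, and the difference of the rMBD3 effect between 24 h and 2 h from 3 to 6.

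With a block per time point, rMBD3 against GFP gave 110, 164 and 1416 genes at 2, 6 and 24 h with magnesium, 44 at 2 h and 17 at 24 h without it, and 4083 on average. GFP against untransfected gave 501. The medium effect gave 24 genes in untransfected and 274 in GFP cultures at 24 h, 429 averaged over 9 conditions and 1186 over constructs at 24 h. The interaction with medium at 24 h gave 1 and the difference between 24 h and 2 h gave 25.

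With DESeq2, rMBD3 against GFP gave 39, 73 and 165 genes with magnesium (34 of the 39 and 62 of the 73 higher, where the main design had only higher genes), and 3 at 2 h (1 of them lower) and 9 at 24 h without it. GFP against untransfected gave 270, 41 higher and 229 lower. The medium effect gave 1 gene at 2 h and 2 at 24 h in untransfected cultures, 1 at 6 h and 24 at 24 h in GFP cultures, and 1 at each time point in rMBD3 cultures. It gave 10 averaged over 9 conditions and 106 over constructs at 24 h. The interaction at 24 h gave 2 and the difference between 24 h and 2 h gave 5 (1 higher, 4 lower). In simulated data DESeq2 called 16.8% false genes in a comparison of 3 against 3.

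With only the compared groups in the model, rMBD3 against GFP gave 1 gene at 2 h, 1 at 6 h and 0 at 24 h with magnesium and 0 at 24 h without it (1022 and 451 genes at an unadjusted p-value under 0.05). GFP against untransfected gave 27, and the difference between 24 h and 2 h gave 0 (1436 unadjusted). With the replicate block as well, rMBD3 against GFP gave 706, 1 and 0 genes with magnesium and 228, 530 and 0 without it (2183 and 1774 unadjusted where 0 passed). The averaged contrast then gave 3658, GFP against untransfected 206, the medium effect in GFP cultures 3 at 2 h and 235 at 24 h, and the difference between 24 h and 2 h 8. For the medium averaged over 9 conditions, which uses all groups, these models add nothing and were not run.

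Relative log expression factors gave 5 genes between rMBD3 and GFP at 6 h with magnesium and 1 for the medium at 24 h over constructs. The difference between 24 h and 2 h gave 2 genes, both lower. Leaving out the low-count filter moved no count by more than 1.5 times.

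Across the 3 fits that each left out one replicate number, rMBD3 against GFP ran from 1 to 1 gene at 2 h, 1 to 2 at 6 h and 4 to 1720 at 24 h with magnesium, and from 1 to 2 at 6 h and 1 to 2 at 24 h without it. The averaged contrast ran from 309 to 2468, GFP against untransfected from 0 to 25, and the difference between 24 h and 2 h from 0 to 54. The medium effect at 24 h ran from 0 to 264 in untransfected and 0 to 97 in GFP cultures and from 0 to 176 over constructs, and the interaction at 24 h from 0 to 2. The highest values of the ranges at 24 h came from the fit without replicate 1, except for rMBD3 against GFP without magnesium.

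For the other named genes, 267 of 346 alternative values kept their call and 79 lost it with the same sign, of which 18 without replicate 2, 22 without replicate 3 and 16 with only the compared groups. The floor of 3 counts was 0.0756 to 0.208 CPM. Folds of rMBD3 against GFP in single conditions are given as lower bounds where a group lay at or under it. For ENSRNOG00000007066 the 24 h mean of 0.112 CPM lay within this range. Its fold between 24 h and 2 h is the fitted value and not a bound. Whether depth limited the calls at named genes was not tested. The intended comparisons of the Mbd3 gene and of gene lists were not run, because identifiers were not matched to symbols.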

Other observations

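The tests in this part were chosen after the results were seen, apart from the exchanges of labels, which were exchanged only within same-numbered pairs so that each split parted as many pairs as the real one.

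For the 1886 genes between rMBD3 and GFP averaged over 6 conditions, 1 of 32 splits gave as many, the real one; the others gave at most 0. The same held for the 51 genes between GFP and untransfected cultures (1 of 32, others at most 1) and for the 11943 genes between 24 h and 2 h (1 of 32, others at most 7981, with a median of 0). The pairs exchanged come from 3 cultures whose libraries deviated together, yet each pair was exchanged independently. Exchanging whole cultures would leave only 4 splits. A share of 1 in 32 therefore does not measure chance among cultures. For the medium averaged over 9 conditions, and over 3 constructs at 24 h, 32 of 32 splits gave as many as the 0 genes found, which holds by construction because no split can give fewer, so the exchange tells nothing about these contrasts. The largest count among the others was 0 for the former and 11 for the latter. In single conditions only 4 splits exist, too few for a share under 0.05. In each of the 6 comparisons of rMBD3 with GFP, 1 of 4 splits gave as many genes, the real one (others at most 1). In each of the 9 comparisons of media, the 3 tests of the rMBD3 effect between media and the test of the medium effect among time points, 4 of 4 splits gave as many as 0, again by construction, and the highest count among the other splits was 6, for the medium in untransfected cultures at 24 h.

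Technical explanations for the 1886 genes were tested. Leaving out ENSRNOG00000028956 before normalization left 1885 genes, so displacement by its reads does not account for the count. With every library thinned to the smallest total, 1853 genes passed. The Spearman correlation of the effect with exonic length was 0.048 across genes, which are not independent replicates. If rMBD3 cultures only showed a stronger response to transduction, genes raised by GFP over untransfected would be raised further by rMBD3. Using different libraries for each side (one medium each), the correlation across genes was -0.187. GFP cultures enter the sides with opposite sign, and same-numbered GFP libraries of both media deviated together (correlations 0.236 to 0.324). Deviations that GFP cultures share would pull this correlation down, so it cannot decide about a stronger response. Individual genes rose in both steps. ENSRNOG00000000500 rose by 1.95 ± 0.28 (SE) from untransfected to GFP and by 2.22 ± 0.27 from GFP to rMBD3 (adjusted p = 0.000194 and 1.02e-06, edgeR). ENSRNOG00000057880 rose by 0.81 ± 0.11 and 0.9 ± 0.1 (adjusted p = 2.76e-05 and 4.57e-07, edgeR). These genes were singled out after their values were seen. Differences between virus preparations were not tested.

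Of the 1886 genes, 1643 changed in the same direction as between 2 h and 24 h (950 higher and 693 lower in both). To avoid shared libraries, the time change was taken from untransfected cultures and compared with the rMBD3 effect over 12561 genes with a mean log2 CPM over 1. Each library was also given a score along that change, 0 at the mean of untransfected cultures at 2 h and 1 at 24 h. In simulated counts over the same 12561 genes the correlation was -0.005 with no effect and 0.786 with an effect of 0.2 of the time change. The simulated counts held no deviations shared by a culture, so the first value does not show how far chance reaches in the data. In the data, the Spearman correlation of the rMBD3 effect with the time change was 0.55 (0.45, 0.51 and 0.39 at 2, 6 and 24 h; 0.49, 0.27 and 0.56 within replicates 1, 2 and 3, the time change then taken from the other replicates). Exchanging signs within the 18 pairs gave as large a correlation often enough that the permutation p was 0.099, so the correlation is not past chance. In 95% of these exchanges the absolute correlation was at most 0.58. The partial correlation given length and abundance was 0.55. The score itself was higher in rMBD3 than in GFP in 17 of 18 pairs, by 0.17 ± 0.14 (SD), with a permutation p of 6e-05 (0.00024 adjusted over the 4 tests of this kind), and by 0.19, 0.12 and 0.19 within replicates 1, 2 and 3. By medium the difference was 0.25 ± 0.16 with magnesium (higher in 9 of 9 pairs) and 0.09 ± 0.06 without it (8 of 9), and the correlation with the time change was 0.64 and 0.32. Mean scores at 2, 6 and 24 h were 0.06, 0.56 and 1.26 in rMBD3, -0.08, 0.42 and 1.04 in GFP, and 0, 0.51 and 1 in untransfected cultures. At 2 h and 6 h the gap between rMBD3 and GFP thus held a lag of GFP behind untransfected cultures. It also held a smaller lead of rMBD3 over them. At 24 h the GFP mean, 1.04, was not below the untransfected mean, 1, so the gap there lay on the rMBD3 side. Differences from untransfected cultures were not tested. The shift may reflect rMBD3 cultures further along the time course, GFP cultures less far along it, or both. It did not account for the whole effect: with the score as a covariate 2268 genes passed, 875 of them among the 1886. The covariate comes from the same libraries, so the split between both parts is a description.

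The medium effect, for which no comparison within 1 construct and time point called a gene without the block, was compared in the same way. In GFP and rMBD3 cultures its correlation with the time change of untransfected cultures was 0.61 (permutation p = 0.0096, adjusted 0.013), and 0.53, 0.14 and 0.57 within replicates 1, 2 and 3. Given length and abundance the partial correlation was 0.61. The score was higher without magnesium in 14 of 18 pairs, by 0.09 ± 0.13 (SD; permutation p = 0.0067, adjusted 0.013), and by 0.13, 0.04 and 0.11 within the replicates, so replicate 2 carries little of it. It lay almost wholly in GFP cultures, at 0.17 ± 0.13 (9 of 9 pairs; correlation 0.67), against 0.01 ± 0.07 in rMBD3 cultures (5 of 9; 0.14). In untransfected cultures, whose libraries define the score, it was 0.1 ± 0.17 (6 of 9). The largest gap there was in replicate 3 at 24 h, which scored 0.69 with magnesium and 1.19 without it. That library with magnesium had the largest share of counts in its 50 most abundant genes (16.07%) and the lowest TMM factor (0.8959). Much of the untransfected mean thus rests on 1 pair. The tests therefore do not show an advance in magnesium-free medium across constructs. The GFP libraries with magnesium enter both this shift and the larger rMBD3 shift with magnesium. Low scores in those libraries could thus account for part of both p-values (0.0067 and 6e-05). In pairs without them, the rMBD3 shift was 0.09 ± 0.06 (8 of 9 pairs, magnesium-free medium). The medium shift was 0.01 ± 0.07 in rMBD3 cultures (5 of 9) and 0.1 ± 0.17 in untransfected ones (6 of 9). The p-values were not recalculated without those libraries. Exchanges of signs treat pairs of one culture as independent, and harvest times within a time point are not given, so a difference in handling was not tested.

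Replicate 1 lay lower on this score at 24 h in GFP and rMBD3 cultures, but not throughout untransfected ones. In untransfected cultures with magnesium, replicates 1, 2 and 3 scored 0.72, 1.29 and 0.69, and without it 0.82, 1.29 and 1.19. In GFP and rMBD3 cultures the mean of replicate 1 was 0.9 ± 0.12, against 1.32 ± 0.16 and 1.24 ± 0.24 in replicates 2 and 3 (SD, n = 4). The difference was -0.38 (exact two-sided permutation p = 0.012 over 81 arrangements of the replicate numbers within the 4 groups, the smallest they can give). Replicate 1 was picked because it lay lowest, and the test treats the 4 libraries of 1 culture as independent, so this p-value describes the pattern and does not rule out chance variation among 3 cultures. At 2 h the means of replicates 1, 2 and 3 in GFP and rMBD3 cultures were 0.02, 0 and -0.05. At 6 h they were 0.44, 0.57 and 0.46, so replicate 1 was then close to replicate 3. With every library thinned to the same total the difference stayed at -0.38. The lowest replicate 1 library at 24 h lay 0.14 above the highest at 6 h, so exchanged time labels within replicate 1 do not explain it. A slower change in that culture, a technical difference in its handling (the labels give no batch) and chance variation among cultures cannot be told apart here.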
